A study of Mus musculus with 79 samples.

How the data were processed

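Total RNA was measured in 79 libraries of stromal cells sorted from the bone marrow of C57BL/6JRj mice. Per the labels, the cells were sinusoidal endothelial cells (SEC), arterial endothelial cells (AEC), CXCL12-abundant reticular cells (CARc) and PDGFR-alpha and Sca-1 positive mesenchymal cells (PaS). Each cell type was sampled in 5 states, namely untreated mice aged 2 weeks, 2 months or 2 years and mice aged 2 months given lipopolysaccharide (LPS, a bacterial cell wall component) or poly I:C (a synthetic double-stranded RNA). Every one of the 20 groups held 4 libraries except PaS at 2 months, which held 3. Columns were matched to samples by the sample names in the labels, and 0 columns were left unmapped.

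Per the labels' protocols, marrow was digested with enzymes, cells were sorted directly into lysis buffer, RNA was extracted on columns and libraries were made with a stranded kit for very small amounts of total RNA. The aligner, the counting program, the genome build, the annotation and all software versions used by the authors are not stated in the labels or the file headers, so no coordinates are given. The deposited normalized count table, a signal scale, holds 20508 genes by symbol, of which 1113 were at 0 in every library. Each deposited column of this signal was a whole multiple of its smallest positive value, so it holds read counts that the authors divided by 1 factor per library. Dividing by that step recovered whole reads for 100% of the values in every library. In 3 columns the step lay within 1 percent of 1. The deposited FPKM table holds 11595 genes, all of which are also in the normalized count table, and its scaling between libraries by the authors is the same as in that table. Of the symbols in the normalized table, 18617 were found in a table of current gene names, and symbols were used as deposited.

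The recovered reads per library ranged from 1275388 to 5601571 with a median of 2432248. Between 9714 and 15022 genes had at least 1 read in a library. The reads were PCR copies without molecular identifiers, so confidence intervals (Wilson, 95%) and the floor of 3 reads cover counting error only. A gene with at most 3 reads in every library of a group was treated as being at the floor in that group, and its fold change against the other group is given as a bound computed against the floor.

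The design and the choice of tests, gene sets, named genes and most alternatives were fixed before the data were examined. Gene-wise tests used limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a variance trend and Benjamini-Hochberg adjustment. Fold changes are on that scale, which understates the change of genes with low counts. Genes with a mean of at least 10 normalized counts over the libraries of a fit were tested, and an adjusted p under 0.05 was called changed. All limma tests were two-sided. Within each cell type, the 5 groups shared 1 fit, and 5 contrasts were taken: 2 weeks, 2 years, LPS and poly I:C against untreated 2 months, and poly I:C against LPS. Cell types were compared over the 15 untreated 2-month libraries, each type against the mean of the other 3. Whether a change differed between the 4 cell types was tested with a moderated F test on 3 interaction terms. These made 28 counts of genes.

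Gene sets were 5 lists written before the data were examined, holding interferon-stimulated, inflammatory, proliferation, extracellular matrix and haematopoiesis-supporting genes. They were tested with limma's camera at a preset correlation of 0.01 for 4 cell types and 4 contrasts, with adjustment over the 80 tests. The fry test and camera with an estimated correlation were run beside it. Lists of blood-cell genes (B lineage, erythroid, megakaryocyte, monocyte and macrophage, neutrophil lineage, pan-leukocyte) held 77 genes of the table, and their share of each library's normalized counts was compared by exact two-sided permutation tests. The symbols Hbb-bt, Igkc and Ighm of these lists were not in the table. No gene belonged to more than 1 of the blood-cell lists, and 0 belonged to a response or marker set. Of the 77 genes, 34 in SEC, 60 in AEC, 40 in CARc and 49 in PaS had a mean of at least 10 normalized counts at 2 months. A list of 12 plasma-cell genes and lists of 50 CARc-enriched and 50 PaS-enriched genes were added after the data had been seen. The enriched genes were chosen by comparing the CARc libraries at 2 years, or under LPS, with the PaS libraries at 2 weeks.

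The genes named were chosen by a rule. It took all genes of the marker lists. For each cell type and contrast against untreated 2 months it took the gene with the largest rise and the gene with the largest fall among changed genes with a mean of at least 50 and no overlap between the libraries of the groups. Predicted genes, immunoglobulin, T cell receptor and haemoglobin genes were left out of that choice. It also took the 3 genes highest in each cell type, the 3 genes with the largest change shared by all 4 cell types in each contrast, and 8 haematopoiesis-supporting factors in CARc. A gene that this rule gave is not reported here, though the counts of named genes include it. Any other gene is named as chosen after its values were seen.

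The alternatives fixed before the data were examined were pseudocounts of 0.5 and 8, no filter, a minimum mean of 50, median-of-ratios rescaling, quantile normalization, the FPKM table with a pseudocount of 0.1 and a minimum mean of 1, no variance trend, sample weights, the replicate number as a block, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, only the compared groups in the fit, all 79 libraries in 1 fit, and leaving out each library in turn. Alternatives added after the data had been seen were reads thinned to 572359 per library, the neutrophil share without the gene Mmp9 as a covariate, blood-cell shares without the gene Mmp9, blood-cell shares of the counts without the gene Lars2, and blood-cell shares with each library left out. The deposited unit was normalized counts, so limma stayed the main test and the count models served only as alternatives. For each count, other splits of the same libraries into groups of the same sizes were fitted, using all 35 where that was the number of splits and 100 otherwise, with 99 of them drawn at random beside the real one.

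The tests were checked on simulated data made from the means and library sizes of the real libraries, with 200 changed genes in each of the simulations with a change. Within a cell type, limma found between 55% and 75% of the genes changed 4-fold and between 14.1% and 37% of those changed 2-fold, and between 0.943% and 7.69% of its calls were false, with 9733 to 10696 genes tested. The edgeR and DESeq2 tests found between 56% and 76.3% of the 4-fold genes, with 2.78% to 16.4% of calls false. The fits between cell types and of differing changes found between 52% and 91.8% of the 4-fold genes, with 4.41% to 5.23% of calls false, over 10821 to 10918 genes. In 4 simulations with no change, no gene passed the adjusted threshold. Among 5 simulated sets, camera and fry both found the 1 set that had been moved, and 1 of those that had not been moved was called by camera or fry.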

Results

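RNA was profiled in 79 libraries from 4 stromal cell types sorted from mouse bone marrow. SEC line the sinusoids, AEC line the arteries, CARc are perivascular reticular cells with high Cxcl12, and PaS are mesenchymal cells carrying PDGFR-alpha and Sca-1. Each cell type was collected from untreated mice at 2 weeks, 2 months and 2 years of age, and from mice of 2 months given LPS or poly I:C. Every group had 4 libraries except PaS at 2 months, which had 3 (replicates 1, 2 and 4). The reads recovered per library ranged from 1275388 to 5601571, with a median of 2432248. The lowest and the highest group totals differed most in PaS at 2 weeks, from 1859707 to 5601571 reads. Untreated 2-month SEC libraries held 2479051 to 3905440 reads, AEC 1964497 to 2833297, CARc 2284698 to 2574773 and PaS 2781928 to 2991003. Between 9714 and 15022 genes had at least 1 read. The gene Lars2, chosen after its values were seen and thought to hold a stretch like mitochondrial ribosomal RNA, so that its reads may not all be its own, took 9.767% to 25.81% of the reads in 78 libraries and 55.12% (95% Wilson interval 55.04% to 55.21%) in CARc poly I:C replicate 4, the library with the fewest reads.

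The first comparison asked what sets the 4 cell types apart in untreated mice of 2 months, and whether markers of each type followed the labels. Cdh5, an endothelial marker, had a mean of 7366 ± 316 normalized counts in SEC and 6794 ± 828 in AEC (SD, n = 4 each), against 23.07 ± 7.77 in CARc (n = 4) and 44.35 ± 40 in PaS (n = 3). The PaS mean of Cdh5 was 22.01 without replicate 4. Stab2 reached 10070 ± 827 normalized counts in SEC, 477 ± 189 in AEC and 31.52 ± 15.1 in CARc, and 17.02 ± 19 in PaS (6.082 without replicate 4). Sema3g was highest in AEC at 1057 ± 149 normalized counts, against 40.27 ± 6.11 in SEC. Cxcl12 averaged 56090 ± 8220 in CARc, 4455 ± 1080 in AEC, 2534 ± 278 in PaS and 1465 ± 485 in SEC. Lepr averaged 6177 ± 1100 in CARc and 668.5 ± 38.8 in PaS. Pdgfra was 3196 ± 310 in PaS and 1452 ± 260 in CARc. Clec3b was 1802 ± 156 in PaS and 2.582 ± 1.99 in CARc (1.619 without replicate 1). Emcn was similar in the endothelial types, at 741.3 ± 32.8 in SEC and 618 ± 60.5 in AEC. The markers of SEC, AEC, CARc and PaS were all highest in their own type, by log2 differences against the mean of the other 3 types between 3.33 (Bmx, limma adjusted p 0.000513) and 9.08 (Clec3b, limma adjusted p 5.24e-11).

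Among 11065 genes tested, 4768 differed between SEC and the mean of the other 3 types (1945 higher, 2823 lower). AEC differed in 4132 genes (2257 higher, 1875 lower), CARc in 4183 (2162 higher, 2021 lower) and PaS in 3650 (1935 higher, 1715 lower). The alternative that moved the SEC count most was a minimum mean of 50 counts, which gave 3300. The median log2 difference of all genes in SEC was -0.11, and under quantile normalization the higher share of the SEC genes was 51.59% in place of 40.79%, so the direction in which most SEC genes differed depended on the scaling. Genes among the highest against the other types were Stab2 (log2 difference 7.51) and Selp (7.43) in SEC, and Jag2 (7.30), C1qtnf9 (7.04) and Tcf15 (6.89) in AEC. In CARc they were Dmp1 (7.96), Bglap (7.26) and Bglap2 (7.001). In PaS they were Clec3b (9.08), Myoc (8.99) and Dpt (8.67). The largest limma adjusted p of these genes was 6.29e-09, for Tcf15. Bglap and Bglap2 are near-identical copies, so their separate values are uncertain.

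The 4 contrasts against untreated 2-month mice asked how age and the 2 inflammatory stimuli change each cell type, and poly I:C was also set against LPS. At 2 weeks, 507 of 9879 genes were changed in SEC (191 higher, 316 lower), 1251 of 10607 in AEC (441 higher, 810 lower), 704 of 10810 in CARc (229 higher, 475 lower) and 693 of 10859 in PaS (139 higher, 554 lower). The alternative that moved the first of these counts most, a covariate for the neutrophil share, gave 59 in SEC at 2 weeks, and it gave 80 in AEC, 33 in CARc and 108 in PaS. At 2 years, 237 genes were changed in SEC (79 higher, 158 lower), 170 in AEC (94 higher, 76 lower), 126 in CARc (49 higher, 77 lower) and 787 in PaS (372 higher, 415 lower). Under LPS the counts were 1818 in SEC (879 higher, 939 lower), 2590 in AEC (1127 higher, 1463 lower), 1961 in CARc (970 higher, 991 lower) and 2209 in PaS (945 higher, 1264 lower). With poly I:C they were 4523 in SEC (1971 higher, 2552 lower), 3784 in AEC (1752 higher, 2032 lower), 3485 in CARc (1419 higher, 2066 lower) and 1061 in PaS (684 higher, 377 lower). Poly I:C against LPS gave 3975 in SEC, 3449 in AEC, 2960 in CARc and 2416 in PaS. In all 20 contrasts, the largest count at a fold of at least 2 was that of lower genes in SEC under poly I:C, at 1931.

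**Figure D1:**
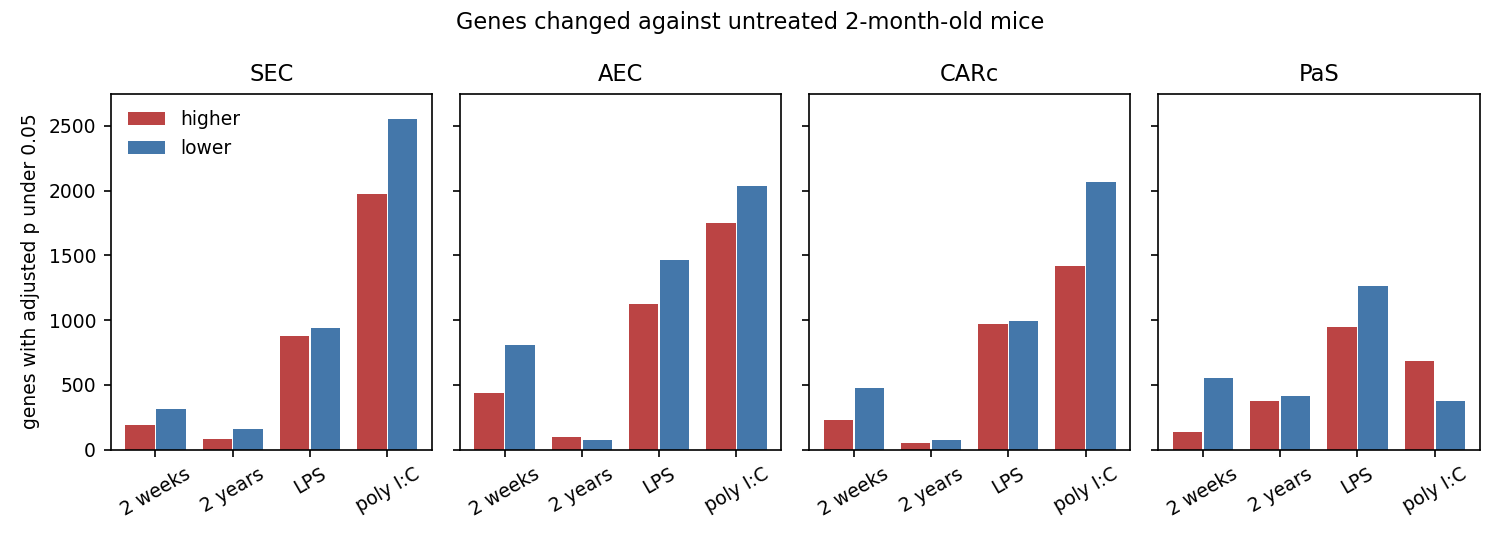
Bars give the number of genes with a limma adjusted p under 0.05 (y axis) that were higher or lower than in untreated 2-month mice, for 4 contrasts (x axis) in each cell type. Under poly I:C the lower genes numbered 2552 in SEC and 377 in PaS.

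Some of these counts moved by more than 1.5 times when 1 library was left out. The SEC count at 2 weeks was 330 without 2-week replicate 1. The AEC count at 2 years was 58 without 2-year replicate 1. The PaS counts were 408 at 2 weeks and 686 under poly I:C without 2-month replicate 4, and 520 at 2 years without 2-month replicate 1. The median log2 fold change over all tested genes under LPS was -0.05 in SEC, -0.12 in AEC, -0.14 in CARc and -0.12 in PaS. Under poly I:C it was -0.21 in SEC, -0.21 in AEC, -0.28 in CARc and -0.12 in PaS. The share of changed genes that were higher also moved with the alternatives, and in 15 of the 20 contrasts the direction of most changed genes reversed under at least 1 alternative that kept all libraries. In CARc under poly I:C it was 40.72%, but 56.39% with edgeR, 52.23% with DESeq2 and 59.14% with the compared groups alone in the fit, which changes no scaling. In AEC it was 46.3% under poly I:C, but 56.64% with edgeR, and 43.51% under LPS, but 54.59% with edgeR. In AEC under poly I:C against LPS it was 54.68%, but 43.78% after quantile normalization. In CARc at 2 years it was 38.89%, but 51.92% with DESeq2, and in PaS under poly I:C it was 64.47%, but 51.33% after quantile normalization.

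At 2 weeks, the largest rise in SEC was that of Igf2, from 6.346 ± 6.42 to 392.5 ± 136 normalized counts (log2 fold change 6.02, SE 0.626, limma adjusted p 1.53e-07). A pseudocount of 8 moved this fold change most, to 4.83, and the 2-month mean was 3.165 without replicate 3. Fcgr2b fell most in SEC, from 620.3 ± 101 to 13.05 ± 6.38 (log2 fold change -5.55, SE 0.241, limma adjusted p 2.09e-15). In AEC, Col22a1 rose from 8.476 ± 5.31 to 369.6 ± 41.8 (log2 fold change 5.48, limma adjusted p 4.68e-05) and Plbd1 fell from 145.6 ± 84.3 to 3.41 ± 3.95 (1.552 without 2-week replicate 2). In CARc, Dlk1 was at least 35.9-fold higher at 2 weeks, and Serpina3n, one of a family of close copies and so uncertain, fell from 668.7 ± 106 to 4.085 ± 2.94. In PaS, Calb2 was at least 43.9-fold higher, and C7 fell from 747.7 ± 188 to 5.412 ± 5.4 (3.098 without 2-week replicate 3). Of 9047 genes present in all 4 fits, 10 were higher and 55 were lower in all 4 types. The largest shared changes were those of S100a9, Trem1 and Ngp, and S100a9 and Ngp belong to the neutrophil-lineage list, whose mean share of the counts was also lower at 2 weeks in SEC, AEC and PaS (exact permutation p 0.0286 in each, the smallest possible, and 0.098 after adjustment). S100a9 changed by -4.62 in SEC, -4.23 in AEC, -4.88 in CARc and -7.04 in PaS on the log2 scale, with an adjusted p of 0.226 for a difference between cell types. Its PaS means were 2129 at 2 months (1115 without replicate 4) and 22.67 at 2 weeks (13.58 without replicate 2). Trem1 was at least 8.65-fold lower in SEC and at least 60.3-fold lower in PaS, from a PaS mean of 177.4 (85.07 without 2-month replicate 4). Ngp changed by -5.11 in SEC, -4.09 in AEC, -5.06 in CARc and -6.79 in PaS, where its 2-month mean of 1784 was 769.5 without replicate 4.

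At 2 years, Mgp rose most in SEC, from 46.35 ± 47.3 (23.01 without 2-month replicate 2) to 512 ± 125 normalized counts. Its log2 fold change was 3.88 (SE 0.73) with a limma adjusted p of 0.00209, which became 0.0924 in the FPKM table, over a range of 3.08e-08 to 0.0924 across 22 alternatives. Aplnr fell in SEC from 1304 ± 72.6 to 172.2 ± 78 (log2 fold change -3.04, limma adjusted p 1.53e-09), and a difference of this change between cell types was not detected (limma adjusted p 0.231). In AEC, Spock2 rose from 34.3 ± 18.3 to 324.4 ± 102 (log2 fold change 3.27, limma adjusted p 1.46e-05). Chad fell in AEC from 168.1 ± 280 to 1.548 ± 3.1, but its 2-month mean was 28.46 without replicate 4 and its 2-year mean was 0 without replicate 2. The limma adjusted p of Chad was 0.0179, and it was 0.0601 in the FPKM table, 0.0875 without a variance trend and 0.126 without 2-month replicate 4, the highest of 4 losses of the call among the 8 fits that each left out 1 library, over a range of 6.45e-05 to 0.126. In CARc, Cxcl5 rose from 2.819 ± 3.39 (1.495 without replicate 4) to 104.9 ± 62.3 (limma adjusted p 0.000105), and Acan fell from 173.9 ± 62.5 to 10.58 ± 7.09. In PaS, Slpi rose from 14.03 ± 10.6 to 4448 ± 4930 (log2 fold change 8.03, limma adjusted p 1.87e-08), and its 2-year mean was 2050 without replicate 4. Clec3a fell in PaS from 160.9 ± 70.9 to 10.94 ± 14.9 (3.858 without 2-year replicate 1). Its limma adjusted p was 0.00704, and it was 0.0524 in the FPKM table, 0.0606 without a variance trend, 0.132 with DESeq2 and 0.0536 without 2-month replicate 1, over a range of 0.00025 to 0.132.

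At 2 years, 0 genes were higher in all 4 types, with 883 to 1876 genes per cell type at an unadjusted p under 0.05, and 6 genes were lower in all 4. Serpinh1 changed by -1.21 in SEC, -1.28 in AEC, -0.85 in CARc and -1.35 in PaS on the log2 scale. Hsp90aa1 changed by -0.88, -0.997, -0.69 and -0.83 in the same order. Its limma adjusted p in CARc was 0.0166, and it was 0.126 without a variance trend and 0.0965 without CARc 2-year replicate 4, the highest of 3 such losses, over a range of 0.000734 to 0.126. Col6a2 changed by -2.23, -1.34, -0.66 and -1.37. Its limma adjusted p was 0.00375 in SEC and 0.054 with the compared groups alone, over a range of 7.31e-08 to 0.054. In AEC it was 0.0231 and became 0.0515 without a filter, 0.105 in the FPKM table, 0.135 without a variance trend and 0.133 without 2-month replicate 4, the highest of 4 such losses, over a range of 0.00088 to 0.135, and in CARc it was 0.00405 and became 0.0779 without a variance trend and 0.529 with all 79 libraries in 1 fit, over a range of 6.2e-05 to 0.529. The limma adjusted p for a difference between cell types was 0.299 for Serpinh1, 0.766 for Hsp90aa1 and 0.125 for Col6a2.

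Under LPS, the genes with the largest changes shared by all 4 types were Saa3, Mt2 and Mt1, all of which have close copies, so that their values are uncertain. Saa3 rose in CARc from 3.749 ± 1.9 to 11420 ± 1540 normalized counts (log2 fold change 11.31, SE 0.424, limma adjusted p 2.5e-16). It was at least 88.4-fold higher in SEC, at least 257-fold higher in AEC and at least 3450-fold higher in PaS. Mt2 rose by 7.47 in SEC, 8.18 in AEC, 6.01 in CARc and 4.90 in PaS on the log2 scale, and its SEC 2-month mean of 3.481 was 0.4429 without replicate 2. Mt1 rose by 5.12, 6.72, 4.88 and 4.80 in the same order. Differences between cell types were found for Saa3 (limma adjusted p 8.41e-12), Mt2 (0.00069) and Mt1 (0.000324). Among the largest falls, Cfd was at least 50.8-fold lower in SEC. Syt15 fell in AEC from 121.3 ± 13.8 to 5.205 ± 9.24 (0.5899 without LPS replicate 2), and Ptchd1 fell in CARc from 107.8 ± 14.1 to 2.521 ± 1.94. Clec3a fell in PaS from 160.9 ± 70.9 to 2.787 ± 4.98 (0.3068 without LPS replicate 1).

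Under poly I:C, the largest changes shared by all 4 types were those of Mx1, Oasl1 and Cxcl10. Mx1 was at least 527-fold higher in SEC, at least 672-fold higher in CARc and at least 221-fold higher in PaS, and it rose by 8.89 on the log2 scale in AEC, from a mean of 1.798 (0.6061 without 2-month replicate 1). Oasl1, which has a close copy and is uncertain for that reason, rose by 10.15 in SEC, 7.45 in AEC, 8.17 in CARc and 7.81 in PaS, and its SEC 2-month mean of 3.172 was 1.721 without replicate 3. Cxcl10 reached 12530 ± 2610 normalized counts in SEC, 13020 ± 3860 in AEC, 12890 ± 3140 in CARc and 7188 ± 2080 in PaS, from 111.2 ± 52.4, 10.34 ± 6.01, 39.96 ± 11 and 18.36 ± 7.7. The limma adjusted p for a difference between cell types was 0.000437 for Cxcl10, 0.00935 for Oasl1 and 0.132 for Mx1. In all 4 types poly I:C replicate 2 had the smallest response slope of its group (0.565 to 0.659). Ccl5 was at least 1340-fold higher in SEC and at least 1080-fold higher in CARc. Of the largest falls, Cfd was at least 33.7-fold lower in SEC, and Tril fell in AEC from 297.5 ± 34.8 to 12.36 ± 11.5 (6.672 without poly I:C replicate 2). Kbtbd11 fell in CARc from 192.3 ± 34.2 to 11.04 ± 17.1 (2.694 without poly I:C replicate 2). Il1b fell in PaS from 137.9 ± 119 (75.9 without replicate 4) to 2.721 ± 4.58 (0.4533 without replicate 4). The mean neutrophil-lineage share in PaS was also lower under poly I:C, at 0.0947% against 0.348%. It was highest in 2-month replicate 4, at 0.7221%, so RNA of carried-over blood cells is not excluded as a source of this fall.

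Changes were also compared between contrasts and between cell types. Across genes, which are not independent replicates, the fold changes under LPS and poly I:C had a Pearson r of 0.464 in SEC, 0.489 in AEC, 0.504 in CARc and 0.504 in PaS. Unchanged groups simulated against the same controls gave 0.501, 0.499, 0.498 and 0.57. Those simulations hold no changed genes, so their values are no baseline where many genes change. Whether these correlations exceed what shared controls give is therefore not decided. The same limit applies to the simulated correlations and shares of same direction below. Genes at an unadjusted p under 0.05 under both stimuli numbered 1954 in SEC, 2192 in AEC, 1875 in CARc and 1216 in PaS, against means of 105.8, 113.3, 116.4 and 139.3 in the simulations. Genes changed under both stimuli numbered 1267 in SEC, 1444 in AEC, 1110 in CARc and 545 in PaS, of which 88.48%, 91.55%, 92.43% and 98.35% had the same direction. Of the genes at an unadjusted p under 0.05 under both, 84.95% in SEC to 95.15% in PaS had the same direction, against at least 99.32% in the simulations. Between 2 weeks and 2 years, r was 0.0598 in SEC, 0.189 in AEC, -0.0819 in CARc and -0.0656 in PaS, against simulated values of 0.5, 0.5, 0.495 and 0.569. Of the genes changed at both ages, 23.33% of 90 in SEC, 44.3% of 79 in AEC, 30.23% of 43 in CARc and 20.73% of 164 in PaS had the same direction. At an unadjusted p under 0.05 at both ages these shares were 41.6% of 351, 62.48% of 573, 41.45% of 345 and 38.45% of 593. The simulations gave at least 99.37%. Across cell types, r over the 9047 shared genes lay between 0.336 and 0.554 at 2 weeks, 0.0588 and 0.258 at 2 years, 0.34 and 0.601 under LPS, and 0.536 and 0.783 under poly I:C.

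Whether a change differed between the 4 cell types was tested directly with interaction terms. The change differed in 1445 of 10961 genes at 2 weeks, 612 of 11144 at 2 years, 2257 of 10922 under LPS and 1813 of 11000 under poly I:C. Among the alternatives that kept all libraries, the one that moved the first of these most was thinning every library to the same number of reads, which gave 861 at 2 weeks. DESeq2 gave 1078 genes at 2 years. Without the libraries numbered 4, the counts were 767 at 2 weeks, 273 at 2 years and 941 under poly I:C, and without those numbered 2 the LPS count was 1503. Of the genes changed in any type, 63.13% at 2 weeks, 83.46% at 2 years, 48.01% under LPS and 43.57% under poly I:C passed the threshold in 1 type only, which by itself is no test of a difference. Genes past the threshold in opposite directions in a pair of types numbered 48, 29, 281 and 271 in the same order. Under LPS 238 genes were higher and 52 lower in all 4 types, and under poly I:C 396 were higher and 97 lower.

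Tests of 5 gene sets in 4 cell types and 4 contrasts made 80 comparisons. With limma's camera at the preset correlation, 57 had an adjusted p under 0.05. The alternative that moved this most was an estimated correlation, under which 26 calls held, and 49 of the 57 calls held under fry in the same direction. Leaving out 1 library at a time gave 55 to 58 calls. All 40 interferon genes were higher under poly I:C in every type, over all genes tested and also adjusted over the list alone. Their median log2 fold change was 5.42 in SEC, 4.58 in AEC, 5.07 in CARc and 4.84 in PaS, and these calls held under fry and under the estimated correlation, with camera adjusted p values of at most 1.1e-36. Under LPS the interferon medians were 0.71 in SEC, 0.44 in AEC, 1.17 in CARc and 1.48 in PaS. With genes at the floor set to their bound, the SEC median was 0.52. It was 0.466 without SEC LPS replicate 2, and the AEC median was 0.253 without AEC 2-month replicate 3 and 0.683 without AEC LPS replicate 1. The AEC call did not hold under fry (adjusted p 0.0636), and none of the LPS interferon calls held under the estimated correlation. In all, 14 interferon genes were changed in SEC (17 adjusted over the list alone), 14 in AEC (15), 21 in CARc (27) and 22 in PaS (27).

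The inflammatory set was higher under LPS in each cell type, with medians of 0.55 in SEC, 1.85 in AEC, 1.67 in CARc and 1.77 in PaS, and under poly I:C, with medians of 1.75 (1.56 at the bounds), 1.89 (1.98 at the bounds), 1.84 and 1.28. All 8 of these calls held under fry and the estimated correlation. Under LPS 20 of 33 genes were changed in SEC (21 adjusted over the list alone), 28 of 34 in AEC (30), 23 of 32 in CARc (25) and 27 of 32 in PaS (28). At 2 weeks the set was lower in each type, with medians of -0.59 in SEC, -0.40 in AEC, -0.63 in CARc (-0.33 at the bounds) and -1.04 in PaS. The interferon set was also lower at 2 weeks, with medians of -0.72 in SEC, -0.93 in AEC, -1.09 in CARc and -0.80 in PaS (-0.68 at the bounds). These 8 calls held under fry, and under the estimated correlation those of the inflammatory set in SEC, CARc and PaS and of the interferon set in CARc held. At 2 weeks 7 interferon genes were changed in SEC (19 adjusted over the list alone), 17 in AEC (28), 23 in CARc (33) and 9 in PaS (15). No sign of these medians flipped under any scaling tried.

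**Figure D2:**
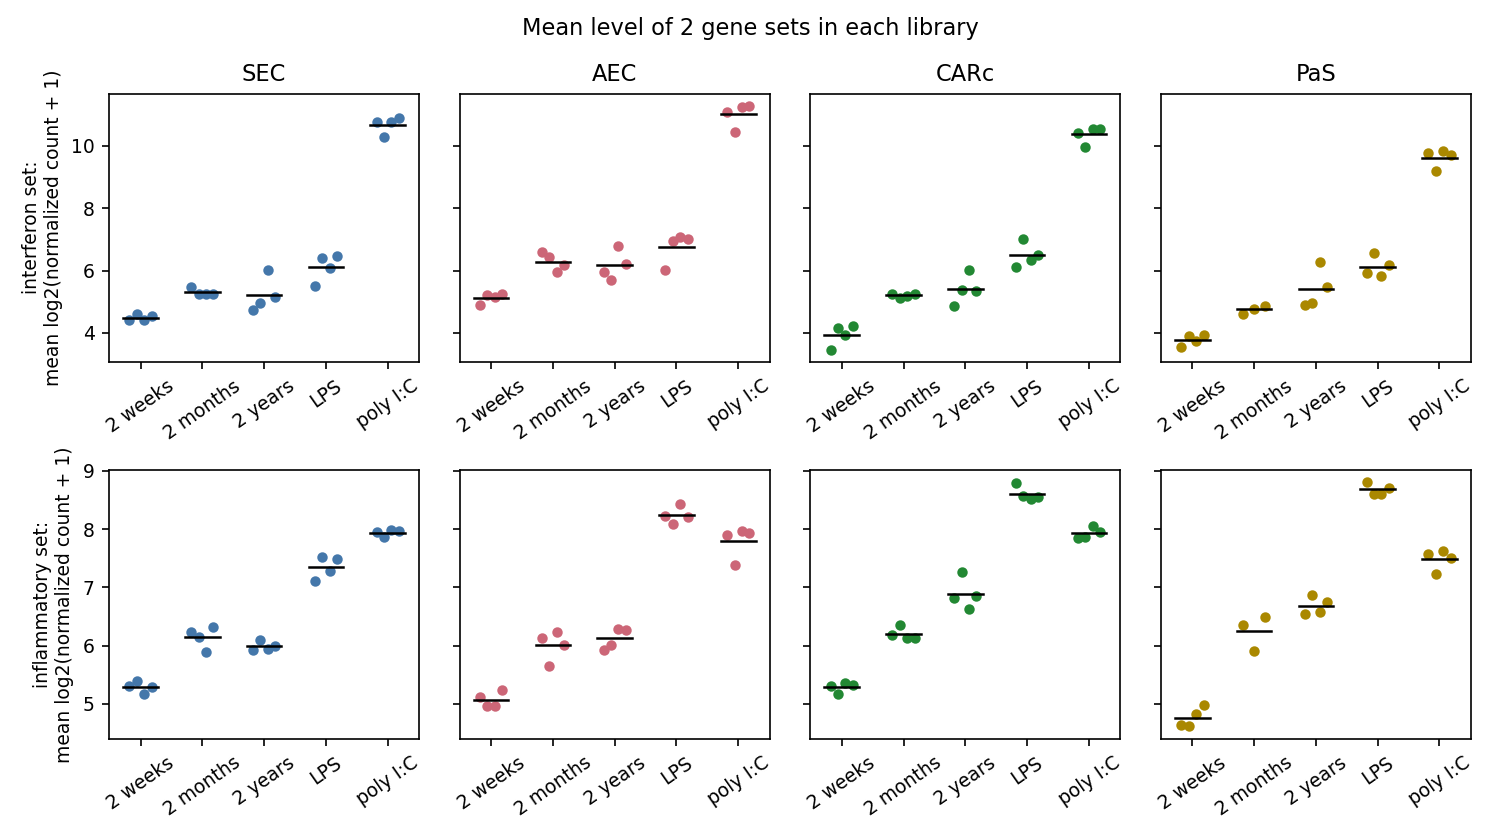
Points give the mean log2(normalized count + 1) of the interferon and inflammatory sets (y axes) in each library, by state (x axis) and cell type, and lines are group means. In SEC under poly I:C the 40 interferon genes had a median log2 fold change of 5.42.

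The extracellular matrix set was higher at 2 weeks, with medians of 0.51 in SEC, 1.59 in AEC, 0.34 in CARc and 0.27 in PaS, and lower at 2 years, with medians of -0.83, -0.71, -0.42 and -1.15. The SEC median at 2 weeks was 0.299 without SEC 2-month replicate 2, and the PaS median at 2 weeks was 0.153 without PaS 2-month replicate 4. The 2-week call in PaS did not hold under fry (adjusted p 0.118), and the other 7 held. Under the estimated correlation the 2-week calls held in SEC and AEC, and the 2-year calls held in all but PaS (adjusted p 0.0529). At 2 years 16 of 38 matrix genes were changed in SEC (25 adjusted over the list alone), 11 of 41 in AEC (23), 14 of 42 in CARc (21) and 27 of 42 in PaS (31). Under LPS the matrix set was higher in SEC (median 0.24, camera adjusted p 0.00394, 0.0012 under fry), where the median was 0.0844 without LPS replicate 4 and 0.448 without LPS replicate 1, and in AEC (0.45, 0.00691, but 0.105 under fry), where it was 0.26 without 2-month replicate 2. Neither call held under the estimated correlation. Under poly I:C the sign of the matrix median reversed under quantile normalization in AEC (0.365 to -0.0891), CARc (0.108 to -0.349) and PaS (0.18 to -0.0861). Under LPS it did so in CARc (0.132 to -0.0973), so no direction is given for these. Camera called a rise under poly I:C in AEC (adjusted p 0.00817, 0.0497 under fry) and PaS (1.34e-06, 0.0438). Neither of these held under the estimated correlation (0.432 and 0.321). In SEC under poly I:C the median was -0.129 and negative under every scaling, but 0.0796 relative to the median of all genes. The set was not called there (camera adjusted p 0.605). The proliferation set was higher at 2 weeks in SEC (median 1.01) and lower in AEC (median -1.10), and both calls held under fry, but under the estimated correlation only that in SEC held (adjusted p 0.0266, and 0.0536 in AEC). At 2 weeks it was also higher in CARc (median 0.48, camera adjusted p 0.00075, but 0.152 under fry) and lower in PaS (-0.79, 0.000383, 0.0147 under fry). It was lower in SEC at 2 years (-0.63, 0.00158, 0.0421 under fry), where without 2-year replicate 3 the median was -0.311 and the call was lost (0.0728). In AEC it was lower under LPS (-0.68, 0.00394, 0.0188 under fry) and poly I:C (-0.73, 0.00933, 0.0144 under fry, with a median of -0.462 without poly I:C replicate 1). None of these 5 calls held under the estimated correlation. The blood-cell share in AEC at 2 weeks was 0.119 of that at 2 months and correlated with the proliferation score within the AEC groups (Pearson r 0.751, permutation p 0.00162, and Spearman rho 0.737, permutation p 0.00214, over 20 libraries). Without the 2 farthest libraries r was 0.695. Whether set changes differ between cell types was not tested. The proliferation set was lower in AEC at 2 years (median -0.96), with 3 of 40 genes changed (17 adjusted over the list alone), and this call held under fry and the estimated correlation. In SEC under LPS the proliferation median was 0.87 but -0.452 over genes with a mean of at least 50, and the call was lost without SEC LPS replicate 1 (camera adjusted p 0.0632) and without SEC 2-week replicate 4 (0.0517). The haematopoiesis-supporting set was lower in CARc under LPS (median -0.81, camera adjusted p 0.00209, adjusted p 4.53e-05 under fry and 0.0536 under the estimated correlation). It was higher in PaS at 2 years (median 0.77), where the median was 0.498 without PaS 2-month replicate 4, and where Cxcl12, a gene of the set that is abundant in CARc, rose from 2534 to 23290 normalized counts. In PaS the set was also higher under LPS (median 0.58, camera adjusted p 0.00209, 0.000656 under fry and 0.0751 under the estimated correlation, with a median of 0.306 without 2-month replicate 4) and under poly I:C (0.345, 0.00023, 0.000324 and 0.0408, with a median of 0.196 without poly I:C replicate 1), and lower at 2 weeks (-0.53, 0.00707, 0.00323 and 0.116). The calls of a rise in AEC at 2 weeks (0.16, 0.0255) and at 2 years (0.19, 0.0292) were lost without AEC 2-month replicate 3 (0.0744 and 0.106), and the medians were 0.299 without 2-week replicate 2 and 0.0879 without 2-month replicate 3.

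At 2 years the interferon call was absent in SEC (camera adjusted p 0.974) and in AEC (0.512), and it appeared as a fall without 2-year replicate 3 in both types (0.0196 in SEC and 0.000978 in AEC). In CARc at 2 years the interferon set had a camera adjusted p of 0.21 (median 0.11). Without 2-year replicate 1 it was called as a rise (0.00104, median 0.224), and without 2-year replicate 3 the median was -0.157. The interferon median in SEC at 2 years was -0.0233 and negative under every scaling, but 0.01 relative to the median of all genes. In PaS at 2 years the interferon set was higher (median 0.67, camera adjusted p 4.99e-06, 0.0471 under fry and 0.186 under the estimated correlation), with 6 of 40 genes changed (8 adjusted over the list alone). At 2 years the inflammatory set was higher in CARc (0.35, 7.43e-07, 0.002 under fry and 0.0236 under the estimated correlation) and in PaS (0.19, 0.0093, 0.00317 and 0.151), where without 2-month replicate 2 the median was 0.0318 and the call was lost (0.0898), and where the median was 0.379 without 2-month replicate 4. Leaving out 1 library changed 14 of the 80 camera calls at least once, in 22 instances. In CARc under poly I:C the proliferation median was 0.38 with a camera adjusted p of 0.0428, and the call was lost in 5 of these fits. The highest adjusted p, 0.26, and the lowest median, 0.0749, came without poly I:C replicate 2. The highest median, 0.827, came without poly I:C replicate 4.

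In CARc, 8 factors that act on blood-forming cells were followed to ask whether age or inflammation changes their level, over 32 tests. Cxcl12 had 56090 ± 8220 normalized counts at 2 months, and 31360 ± 1750 at 2 weeks (log2 fold change -0.83, limma adjusted p 0.000296), 32270 ± 2160 under LPS (-0.79, 0.00019) and 38350 ± 4140 under poly I:C (-0.54, 0.00509). All 3 falls lost their call after quantile normalization, the alternative that moved the 2-week value most, to -0.32, with limma adjusted p values of 0.201, 0.107 and 0.0831, and that under poly I:C also with the compared groups alone (0.0675). Quantile normalization gave -0.32 in each of the 3 contrasts. It gives each rank the same value in every library, and Cxcl12 ranked between 2 and 4 in CARc, so it cannot decide whether Cxcl12 fell. Across 22 alternatives the range was 5.74e-10 to 0.201 at 2 weeks, 1.82e-08 to 0.107 under LPS and 0.000216 to 0.0831 under poly I:C. Kitl fell from 1947 ± 274 to 504.2 ± 127 under LPS (log2 fold change -1.97, limma adjusted p 1.23e-08) and to 411.4 ± 148 under poly I:C (-2.30, 3.59e-10). Il7 fell from 76.3 ± 10.4 to 2.754 ± 2.48 under LPS (1.689 without LPS replicate 4) and to 19.66 ± 20.5 under poly I:C (10.03 without poly I:C replicate 2). The limma adjusted p values of Il7 were 4.65e-05 and 0.00518, but 0.0764 and 0.0693 in the FPKM table, over ranges of 2.33e-14 to 0.0764 and 0.000336 to 0.0693. Bmp4 fell from 255.9 ± 31.9 to 19.85 ± 7.05 under LPS (log2 fold change -3.67, limma adjusted p 9.35e-09) and 91.54 ± 49 under poly I:C (-1.63, 0.000744). At 2 weeks Bmp4 was not called (-0.75, limma adjusted p 0.306), but it was called with the compared groups alone (0.0143, range 0.0143 to 0.76).

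Angpt1 was higher in CARc at 2 weeks (736.3 ± 39.9 against 359.6 ± 42.1 normalized counts, log2 fold change 1.04) and lower under LPS (139.5 ± 43.8, -1.41) and poly I:C (190.1 ± 36.1, -0.93). Its limma adjusted p values of 0.000447, 2.53e-06 and 0.000377 became 0.412, 0.0655 and 0.193 with all 79 libraries in 1 fit, the upper ends of ranges that began at 1.09e-07, 2.24e-10 and 3.13e-06. Igf1 rose from 699.5 ± 52.9 to 2005 ± 348 at 2 weeks (log2 fold change 1.51, limma adjusted p 2.38e-05) and fell to 322.2 ± 77.4 under LPS (-1.15, 0.000286). Igf1 was not called under poly I:C (-0.27, limma adjusted p 0.35), but it was called after quantile normalization (0.00277, range 0.00277 to 0.56). Csf1 fell from 2034 ± 236 to 1121 ± 36.1 at 2 weeks (log2 fold change -0.85, limma adjusted p 0.000269). Under poly I:C its fall to 1567 ± 168 had a limma adjusted p of 0.0513, and it was called after quantile normalization (1.63e-05), with a pseudocount of 8 (0.0453), with a minimum mean of 50 (0.0437), with the replicate number as a block (0.0468), without 2-month replicate 1 (0.0406) and without poly I:C replicate 4 (0.041), over a range of 1.63e-05 to 0.143. Spp1 was not called in any contrast, with limma adjusted p values from 0.0743 under poly I:C to 1 at 2 years. After quantile normalization its LPS value was called (0.019, range 0.019 to 0.725), and under poly I:C it was called with edgeR (0.0345), with DESeq2 (0.0333) and without poly I:C replicate 2 (0.0265, range 0.0265 to 0.482). None of the 8 factors was called at 2 years, where the smallest limma adjusted p was 0.874, for Bmp4. Interaction tests found that the change of Cxcl12 differed between the cell types in all 4 contrasts (limma adjusted p at most 3.68e-08), as did that of Kitl (at most 8.16e-06). For Il7, Angpt1 and Igf1 under poly I:C such a difference was not detected (limma adjusted p 0.651, 0.178 and 0.635).

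**Figure D3:**
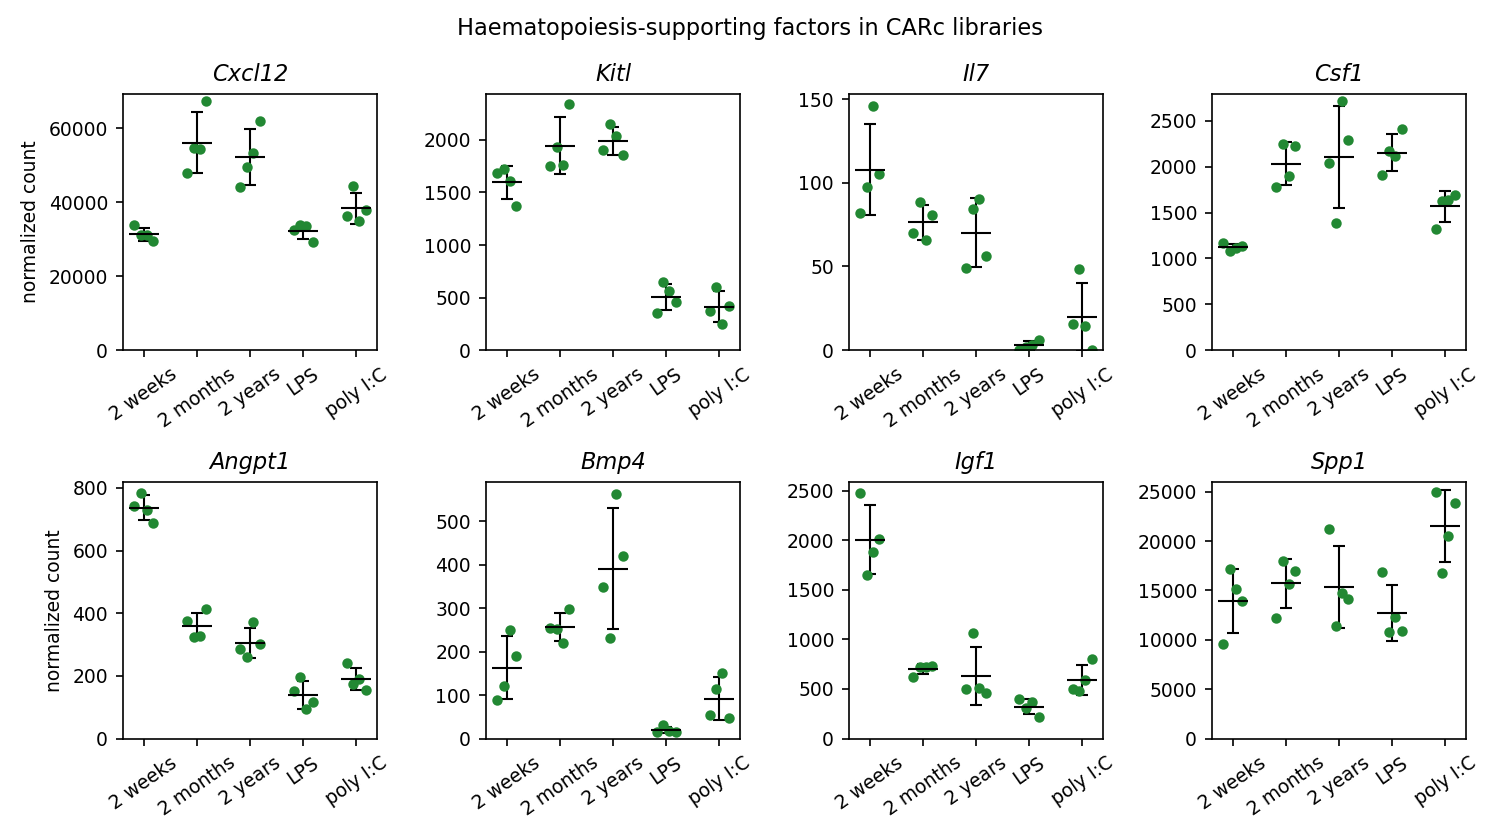
Points are the normalized counts (y axes, linear from 0) of 8 factors in each CARc library by state (x axis), and bars are mean ± SD (n = 4). Kitl fell from a mean of 1947 at 2 months to 504.2 under LPS and 411.4 under poly I:C.

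The share of counts from 6 lists of blood-cell genes was compared between states because sorted stromal cells can carry RNA of neighbouring cells. Over 20 exact two-sided permutation tests, the smallest p the design allows was 0.0286. The share was lower at 2 weeks than at 2 months in SEC (0.0485% ± 0.00453 against 0.124% ± 0.0334), AEC (0.161% ± 0.0564 against 1.35% ± 0.695) and PaS (0.0486% ± 0.0166 against 0.538% ± 0.422), each with an exact permutation p of 0.0286 and an adjusted p of 0.19. The FPKM table moved the SEC difference most, from -0.0751 to -0.269 percentage points. The PaS share at 2 months was 0.3015% without replicate 4. In CARc the share was 0.222% ± 0.0325 at 2 weeks and 0.199% ± 0.086 at 2 months (exact permutation p 0.686), and the sign of this difference reversed in the FPKM table and without the gene Mmp9. Mmp9, chosen after its values were seen, had 4438 ± 899 normalized counts in CARc at 2 weeks and 671.7 ± 37.3 at 2 months. In CARc under poly I:C the share was 0.289% ± 0.257, and 0.1621% without replicate 2. After adjustment 0 of the 20 tests passed, with 3 at an unadjusted p under 0.05.

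Each of the 6 lists was also tested alone, in 120 exact two-sided permutation tests, of which 35 had an unadjusted p under 0.05 and 0 passed after adjustment (smallest adjusted p 0.098). The neutrophil-lineage share was lower at 2 weeks in SEC (0.00258% against 0.0459%), AEC (0.0459% against 0.778%) and PaS (0.00555% against 0.348%, or 0.1608% without 2-month replicate 4). In CARc it was 0.204% at 2 weeks and 0.134% at 2 months (exact permutation p 0.114), and without Mmp9 it was 0.00344% and 0.105%. The erythroid share was lower at 2 weeks in all 4 types, for example 0.0643% against 0.428% in AEC. It was lower under LPS in AEC, CARc and PaS, at 0.0416%, 0.0106% and 0.00911% against 0.428%, 0.0379% and 0.109%. In AEC and PaS it was also lower at 2 years (0.171% and 0.0469%) and under poly I:C (0.138% and 0.0446%). The pan-leukocyte share in CARc was 0.0422% at 2 years and 0.00149% at 2 weeks, against 0.0181% at 2 months. The monocyte and macrophage share in SEC was 0.00897% under poly I:C against 0.00307%. The megakaryocyte share in AEC was 0.0107% under LPS against 0.00408%. The B lineage share in PaS was 0.104% ± 0.0578 at 2 years against 0.00534% ± 0.0025 at 2 months. Each of these differences, apart from those of the neutrophil-lineage share in CARc, had an exact permutation p of 0.0286, the smallest the design allows, and an adjusted p of 0.098.

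**Figure D4:**
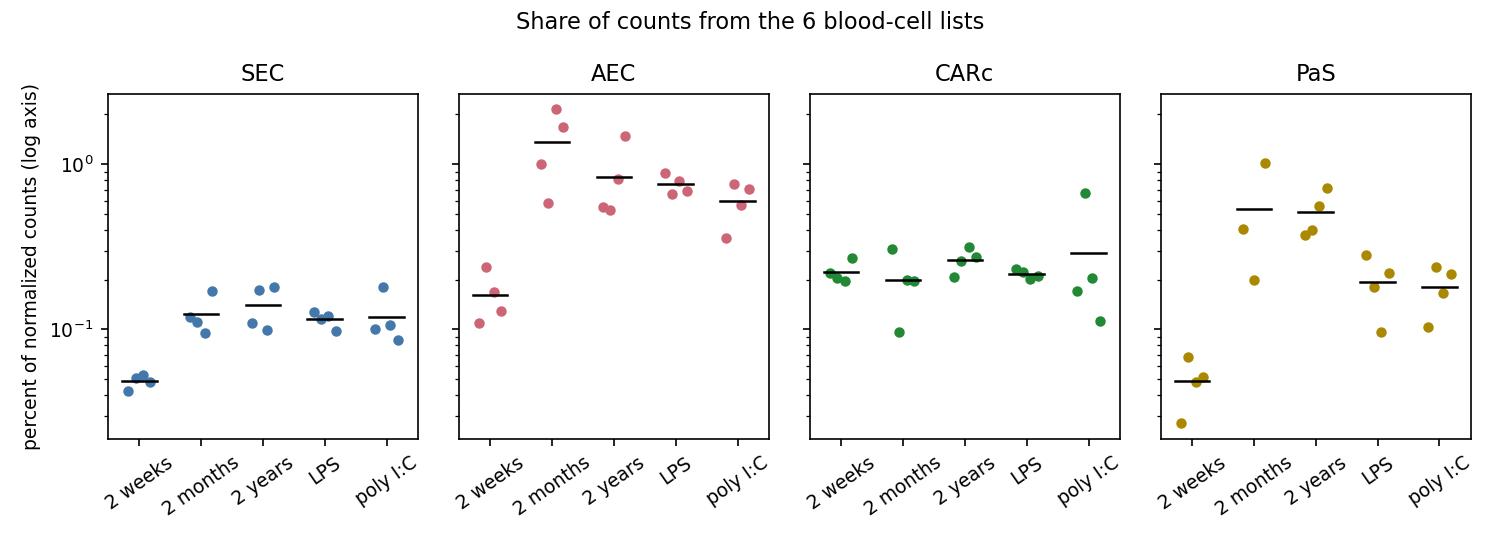
Points give the percent of normalized counts from the 6 blood-cell lists (log y axis) in each library, by state (x axis) and cell type, and lines are group means. AEC at 2 months had the highest mean, 1.35%, and SEC at 2 weeks the lowest, 0.0485%.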

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

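The tests of blood-cell transcripts at 2 weeks by the proportions of neutrophil genes, of genes higher at 2 weeks, of proliferation in AEC at both ages, of depth behind the weaker poly I:C replicate 2, of proportions without replicate 2 in the reference and of other splits of the libraries were chosen only after the results were seen, and so were the limits used for the dilution test and for the distortion of CARc poly I:C replicate 4.

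Of 171 groups of a library measure, 13 held a library far from the other 3, where chance gives about 8.55. The reads of AEC poly I:C replicate 4 numbered 2750563, against 1910329 to 2026092 in the others, and those of PaS poly I:C replicate 1 numbered 1660694, against 1978613 to 2016749. Genes with a read numbered 12281 in AEC LPS replicate 1, against 13395 to 13592, and 12212 in CARc LPS replicate 4, against 12651 to 12680. The share of Lars2 was 15.04% in SEC 2-month replicate 3, against 11.64% to 12.11%, 15.79% in SEC LPS replicate 3, against 12.98% to 13.26%, and 16.07% in AEC LPS replicate 4, against 11.85% to 12.55%. The mean log2 value of the interferon set was 5.482 in SEC 2-month replicate 1, against 5.235 to 5.251, and 6.012 in AEC LPS replicate 1, against 6.95 to 7.072. LPS replicate 1 also had the lowest interferon value of its group in SEC (5.514, against 6.075 to 6.453) and CARc (6.115, against 6.355 to 7.006) and the second lowest in PaS (5.925, with 5.834 in replicate 3), and chance gives 1 number the lowest value in at least 3 of 4 cell types with a probability of 0.203. No explanation was tested for the libraries of this paragraph.

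CARc poly I:C replicate 4 had 55.12% of its reads in Lars2, against 14.59% to 16.47% in the other 3 libraries. Without Lars2, its correlation across genes with the mean of the other 3 was 0.7916, while those 3 had 0.8479 to 0.8815 in the same test, so a distortion of the whole library, beyond the reads taken by 1 gene, is a candidate explanation. Low depth alone is argued against, since after all 4 libraries had been thinned to the same number of reads its correlation was 0.7813, against 0.8225 to 0.8521. Lars2 is thought to hold a stretch like mitochondrial ribosomal RNA, so its reads may come in part from that RNA, which the table does not list and which was not tested. What produced the Lars2 reads is left open, as the labels give no date, batch or RNA quality.

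Several of these libraries were poly I:C replicate 2. The share of blood-cell transcripts was 0.6703% in CARc poly I:C replicate 2, against 0.1124% to 0.2042%. Replicate 2 also had the highest share of its poly I:C group in SEC (0.1817%, against at most 0.1064%), AEC (0.7576%, against at most 0.7065%) and PaS (0.2389%, against at most 0.2167%). The mean log2 value of the extracellular matrix set in CARc poly I:C replicate 2 was 10.42, against 11.09 to 11.21. The inflammatory set had a mean log2 value of 7.378 in AEC poly I:C replicate 2, against 7.899 to 7.964. Oasl1 had 2684 normalized counts in AEC poly I:C replicate 2, against 5225 to 5544, Cxcl10 had 8211 in CARc poly I:C replicate 2, against 13950 to 14850, and Tril had 29.42 in AEC poly I:C replicate 2, against 4.658 to 7.817. Replicate 2 had the smallest response slope of its group in all 4 cell types (0.651 in SEC, 0.659 in AEC, 0.565 in CARc and 0.601 in PaS). Chance gives this for a given contrast with a probability of 0.0156, and for any of the 4 contrasts with 0.0611. Lower depth is argued against, because replicate 2 had the fewest reads of its group in only 1 of the 4 cell types. A dilution with untreated cells or RNA would scale induced and repressed genes alike. The induced genes stood at 0.545 to 0.647 of the level of the group and the repressed genes at 0.638 to 0.747, with a mean difference of -0.104. In the 4 libraries numbered 2 it ran from -0.153 to -0.0662, below the 12 others, which ran from -0.0039 to 0.231, or from -0.0584 to 0.241 with replicate 2 left out of their reference. This goes against equal scaling, but none of the 4 lay as far from 0 as the farthest of the others, and the labels do not say whether the 4 are independent. Dilution and a weaker response of these mice therefore cannot be told apart.

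Of 178 groups of a named gene, 18 held a library far from the others, where chance gives about 8.9. Igf2 had 15.89 normalized counts in SEC 2-month replicate 3 (others 1.984 to 3.986) and Mt2 had 12.59 in SEC 2-month replicate 2 (others 0 to 1.329). In AEC, Chad had 586.9 in 2-month replicate 4 (others 7.632 to 50.65) and 6.192 in 2-year replicate 2 (others 0), Saa3 had 0.9676 in 2-month replicate 3 (others 0), and Syt15 had 19.05 in LPS replicate 2 (others 0 to 0.9327). In CARc, Dlk1 had 1.794 in 2-month replicate 2 (others 0.9118 to 1.01), Ccl5 had 2.02 in 2-month replicate 3 (others 0), Ngp had 3.403 in 2-week replicate 4 (others 12.53 to 13.85) and Col6a2 had 5017 in 2-month replicate 2 (others 3969 to 4069). Igf1 had 620.9 in CARc 2-month replicate 1 (others 720.2 to 736.2) and 1063 in CARc 2-year replicate 2 (others 456.3 to 507.2). In PaS, Clec3a had 10.23 in LPS replicate 1 (others 0 to 0.9204), Il1b had 9.524 in poly I:C replicate 4 (others 0 to 1.36) and Trem1 had 0.4825 in 2-week replicate 4 (others 0). Many of these values correspond to a few reads. The other 3 genes were given with poly I:C replicate 2, and no explanation was tested for the rest.

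The change against untreated 2-month mice differed between the cell types in 1445 genes at 2 weeks, 612 at 2 years, 2257 under LPS and 1813 under poly I:C. In each case only the real split, 1 of the 100 splits tried, gave as many genes, and the next largest split gave 683, 444, 544 and 400. A difference in depth between libraries is argued against as the whole source, because with every library thinned to 572359 reads the counts were 861, 448, 1680 and 1349. A difference in biology between the cell types is one open explanation, untested, and carried-over RNA from other cells, weighed in the next paragraphs, is another.

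Blood-cell transcripts were lower at 2 weeks in SEC, AEC and PaS, and 55 genes were lower in all 4 types. If blood cells carried through sorting were the source, the genes of the neutrophil list should keep the same proportions in every type at 2 months. Across the 17 genes, the lowest correlation between a pair of cell types was 0.876 and the highest 0.992 (0.874 at the lowest without Mmp9), which is consistent with blood cells as a shared source. In CARc at 2 weeks the correlation with AEC at 2 months was 0.503, and 0.816 without Mmp9, so Mmp9 in CARc at that age does not follow the list. Of the 55 genes, 15 were in the blood-cell lists. Of the other 40, 13 (32.5%) had 2-month means in the order of the neutrophil share (AEC, PaS, CARc, SEC), against 4.58% of all genes, which is neither most nor few, so carried-over cells and a change in the stromal cells cannot be told apart for them. Genes higher at 2 weeks, 191 in SEC, 441 in AEC, 229 in CARc and 139 in PaS, had median log2 fold changes of 1.36, 1.25, 0.83 and 1.21, and a loss of blood-cell RNA, a small share of the counts, cannot raise genes by that much. With the log2 neutrophil share without Mmp9 as a covariate, 59 genes were changed in SEC, 80 in AEC, 33 in CARc and 108 in PaS. This decides nothing, because 97%, 80.7%, 91.9% and 66.2% of the variance of the covariate lay between the groups, so the neutrophil share and age cannot be told apart there. Age itself remains an open, untested explanation, as does a different number of blood cells in young marrow.

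The proliferation set was lower in AEC at 2 weeks and at 2 years. Cycling blood cells carried through sorting are a candidate explanation at 2 weeks, where the blood-cell share was 0.119 of that at 2 months. At 2 years the ratio was 0.622, with an exact two-sided permutation p of 0.229, while the erythroid share alone fell from 0.428% to 0.171% (p 0.0286, adjusted p 0.098), so for this age blood cells and a change in AEC cannot be told apart. Within the AEC groups, over the deviations of 20 libraries from their group means, the proliferation score and the log2 blood-cell share had a Pearson r of 0.751 (permutation p 0.00162) and a Spearman rho of 0.737 (permutation p 0.00214), both two-sided with 100000 permutations. Without the 2 farthest libraries r was 0.695. This relation was the only one of its kind computed, and it is consistent with proliferation transcripts that come in part from blood cells.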

How the results depend on the processing

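The thinning of reads, the neutrophil covariate and the blood-cell shares without Mmp9 or Lars2 were tests chosen only after the results were seen.

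Of 434 values of 30 counts under alternatives that kept all libraries, 397 stayed within 1.5 times the count reported, and 15 of the counts never moved by more. No count moved by more than 1.5 times under pseudocounts of 0.5 and 8, no filter, a minimum mean of 50, median-of-ratios rescaling or all 79 libraries in 1 fit. For the named genes, 1583 of 1618 values kept their direction and their side of the threshold, 22 lost their call, 9 gained one and 4 changed sign. Of 118 results for named genes, 94 never changed under these alternatives.

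The counts at 2 years moved most often. Quantile normalization gave 375 genes in SEC, 320 in AEC and 277 in CARc. A model without a variance trend gave 149 in SEC, 59 in AEC and 60 in CARc. DESeq2 gave 373 in SEC, 298 in AEC and 287 in CARc, and 1078 genes whose change at 2 years differed between cell types. With edgeR there were 229 in CARc, the FPKM table gave 112 in AEC, and thinned reads gave 110 in AEC. The cause was not tested, except that thinning leaves fewer reads.

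Sample weights gave 1210 genes at 2 weeks, 502 at 2 years and 2847 under LPS in SEC, 2038 and 660 at the same ages in AEC, 1496 and 521 in CARc, and 1517 and 1525 in PaS. They gave 1806 for poly I:C against LPS in CARc and 986 genes whose change at 2 years differed between cell types. With the compared groups alone in the fit, the counts were 1072 in SEC at 2 weeks, 369 in AEC at 2 years, 2296 in AEC for poly I:C against LPS, 1321 and 442 in CARc at 2 weeks and 2 years, 1953 in CARc under poly I:C and 1548 in CARc for poly I:C against LPS. The cause was not tested. Thinned reads gave 861 genes whose change at 2 weeks differed between cell types, where fewer reads were available by construction. The neutrophil covariate gave 59 genes at 2 weeks in SEC, 80 in AEC, 33 in CARc and 108 in PaS, where the covariate and the groups were confounded.

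The gene set calls numbered 26 under an estimated correlation in place of 57, because that correlation, estimated for each set, replaces the preset one. Of 441 values of 63 of the 80 set comparisons, 384 stayed the same, 48 lost their call, 7 gained one and 2 changed direction. Those 2 were the proliferation set in SEC under LPS (median -0.452) and the supporting set in AEC under LPS (median -0.782). Both changed with a minimum mean of 50, which leaves fewer genes in each set. This tally does not count the matrix medians that reversed sign under quantile normalization, as in AEC under poly I:C (0.365 to -0.0891). Leaving out 1 library gave from 55 to 58 calls.

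Sign changes of named genes were small. Under quantile normalization the CARc values were 0.36 for Cxcl12 and 0.15 for Spp1 at 2 years (limma adjusted p 0.249 and 0.791, ranges 0.249 to 1 and 0.791 to 1) and -0.20 for Csf1 under LPS (0.399, range 0.399 to 0.958). With sample weights Csf1 at 2 years was -0.0482 (0.927, range 0.851 to 1). Among all genes of a CARc library Cxcl12 ranked between 2 and 4 and Spp1 between 6 and 13, and quantile normalization gives each rank the same value in every library, so it cannot keep a change of a gene whose rank stays.

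The blood-cell share changed sign in 7 of 60 values, and no test of it passed the adjusted threshold in any setting. With groups of these sizes the exact permutation p cannot fall under 0.0286. A pass after adjustment over 20 tests would need many of them at that value, so the lack of a pass says little about stability. In the FPKM table the differences in percentage points were -0.0133 in SEC at 2 years, -0.366 in CARc at 2 weeks, -0.0436 in CARc under LPS and 0.00408 in PaS for poly I:C against LPS. Without Mmp9 the difference in CARc at 2 weeks was -0.148. As a share of counts without Lars2 it was 0.00394 in SEC under poly I:C and 0.00608 in PaS at 2 years. Dropping Mmp9 shows that this gene made the sign in CARc at 2 weeks, and the cause of the others was not tested.

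Leaving out 1 library at a time gave 330 to 418 genes in SEC at 2 weeks (lowest without 2-week replicate 1), 58 to 216 in AEC at 2 years (lowest without 2-year replicate 1), 408 to 628 in PaS at 2 weeks (lowest without 2-month replicate 4), 520 to 843 in PaS at 2 years (lowest without 2-month replicate 1) and 686 to 1293 in PaS under poly I:C (lowest without 2-month replicate 4, highest without poly I:C replicate 2). Genes whose change differed between cell types numbered 767 to 1193 at 2 weeks, 273 to 447 at 2 years, 1503 to 1814 under LPS and 941 to 1581 under poly I:C, with 1 number left out in each type and so fewer libraries in every group that held that number, which PaS at 2 months did not for number 3. The other counts stayed within 1.5 times. In these fits the CARc values at 2 years ranged from -0.00918 to 0.13 for Kitl, from -0.22 to 0.0775 for Spp1 and from -0.12 to 0.20 for Csf1, with sign changes in 3, 2 and 4 of 8 fits. Of 873 values of named genes, 849 stayed the same, 12 lost their call and 3 gained one.

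With the replicate number as a block, 0 of the 28 counts moved by more than 1.5 times (ratios 0.921 to 1.15), and Csf1 in CARc under poly I:C gained a call (limma adjusted p 0.0468, range 1.63e-05 to 0.143). The numbers were not shown to pair the libraries, and pairing was not excluded. Poly I:C replicate 2 and 2-year replicate 3 stood apart in all 4 cell types. The correlation of same-numbered libraries across cell types had means of 0.0126 to 0.0489 over the 5 states, and it was over 0.1 in 3 of 21 pairs at 2 months, 0 of 24 at 2 weeks, 1 of 24 at 2 years, 0 of 24 under LPS and 3 of 24 under poly I:C.

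The depth limits genes with few reads. At 3 reads or fewer in every library of a group a fold change is given as a bound, and on simulated data at these depths between 14.1% and 37% of genes changed 2-fold were found within a cell type, so smaller changes were often not detectable.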

Other observations

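The limits for PaS-enriched genes at 2 years and the tests of make-up, of genes higher in PaS than in CARc and of other splits of the libraries were chosen only after the results were seen, and the genes named here were chosen after their values were seen.

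In PaS at 2 years, genes of the B lineage were higher, and Igj rose from 57.82 ± 50.5 (n = 3) to 2139 ± 1210 normalized counts (n = 4). A list of 12 plasma-cell genes written before it was looked at, none of them in the other lists, had 9 genes tested in PaS, of which 6 were higher at 2 years with a limma adjusted p under 0.05. All 9 had a fold change above 0, with a median log2 fold change of 1.68. Sdc1 rose from 128.8 to 903.8 normalized counts, Xbp1 from 374 to 1411, Txndc5 from 668.9 to 2446 and Irf4 from 37.65 to 348.7. In SEC, AEC and CARc, 0 of 7, 8 and 8 tested genes of the list were higher at 2 years after adjustment, with 0, 2 and 0 higher at an unadjusted p under 0.05. Igj in AEC had 6.181 normalized counts at 2 months (3.403 without replicate 3) and 82.69 ± 69.1 at 2 years (53.06 without replicate 4). Of the 12 genes, 8 had a mean of at least 10 in PaS at 2 months, so the stromal cells may express part of the list themselves. Plasma cells carried through sorting are a candidate source of this signal, and expression by PaS of old mice stays open. Ly6c2 rose from 19.48 (10.64 without 2-month replicate 4) to 1565 ± 2000, which was 587.1 without 2-year replicate 3.

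Genes enriched in CARc were higher in PaS at 2 years. Cxcl12 in PaS had a mean of 2534 normalized counts at 2 months, 385.3 at 2 weeks, 23290 at 2 years, 15720 under LPS and 6938 under poly I:C. Over the 50 most abundant CARc-enriched genes, the rise in PaS at 2 years was a median of 36.7% of the gap between their 2-month PaS level and their CARc level, the measure of all such percentages here (quartiles 23.3% and 45.8%), with library medians of 24.5%, 35.8%, 40.7% and 37.3%. Of these genes, 35 lay within a factor of 2 of that median, which is between what CARc cells in the PaS sort would need and what would argue against them. CARc cells of the same make-up as the CARc sort are argued against, since 3 of the 10 most abundant genes stayed under 18.3% in all 4 libraries. Spp1 stood at 5.2%, Tnc at 8.26% and Ibsp at 7%, while Cxcl12 stood at 41.8% and Lepr at 51.5%. Of the 50 genes, 4 had a higher mean in PaS at 2 years than in CARc and in PaS at 2 months, and 0 stood above every CARc and 2-month PaS library in each PaS library, where chance gives 0.303%. The 50 PaS-enriched genes fell to a median of 0.402 of their 2-month mean (quartiles 0.314 and 0.497), where 0.633 would follow from such an admixture, and genes chosen on the poly I:C libraries gave 0.74 (quartiles 0.426 and 1.71). A subset of CARc cells in the sort and a shift of PaS expression with age cannot be told apart.

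Genes chosen as higher in CARc under LPS were also higher in PaS under LPS. That choice set CARc under LPS against PaS of untreated mice at 2 weeks, so it also takes genes that LPS raises. C3, 1 of these genes, had 7660 normalized counts in PaS at 2 months and 6386 in CARc under LPS. A response of PaS to LPS would raise such genes too, so the percentages below cannot measure CARc cells in the PaS sort. The rise of the 50 CARc-enriched genes was a median of 55.9% of the same gap under LPS (quartiles 41.3% and 77.9%), with library medians of 58.1%, 71.8%, 44.2% and 47.4%, and 34 genes lay within a factor of 2 of it. Of the 10 most abundant genes, 1 stayed under 27.9% in all 4 libraries. The 50 PaS-enriched genes fell to a median of 0.351 of their 2-month mean (quartiles 0.227 and 0.469), where 0.441 would follow from CARc cells in the PaS sort. Such an admixture would allow this fall. The value of 0.441 rests on the median rise, however, so the fall does not decide between an admixture and a response to LPS. The genes were chosen for being high in one type, so a fall towards the mean is also possible, and genes chosen on the poly I:C libraries gave 0.484 (quartiles 0.295 and 1.29). Of the 50 CARc-enriched genes, 10 had a higher mean in PaS under LPS than in CARc under LPS and in PaS at 2 months, and 7 stood in each PaS library above every CARc and 2-month PaS library, where chance gives 0.303%. C3 had 49640 normalized counts in PaS and 6386 in CARc, Cfb 8489 and 2755, and Slc39a14 2983 and 2314. CARc cells of the same make-up as the CARc sort are argued against as the source for these 7, as they cannot raise a gene above its level in both cell types. For the other CARc-enriched genes, an admixture and a response of PaS to LPS cannot be told apart. The CARc-enriched genes of the 2 lists gave medians of 14.2% and 26.2% in PaS under poly I:C.

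For each of the 28 counts of genes, other splits of the same libraries into groups of the same sizes were fitted. In each case 1 split, the real one, gave as many genes, out of 35 splits within a cell type and out of 100 for the comparisons of cell types and of changes. The next largest split came closest to the real count in PaS under poly I:C (989 genes against 1061) and at 2 years (574 against 787), followed by the changes that differed between cell types at 2 years (444 against 612). It gave 860 in PaS under LPS against 2209. In SEC the next largest split under poly I:C gave 779 genes, in AEC 628 and in CARc 11. For the cell types it gave 1730 in SEC, 2327 in AEC, 10 in CARc and 384 in PaS. The median of the other splits was 0 for each count.

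At 2 years, replicate 3 had the highest mean log2 value of the interferon set in all 4 cell types. It was 6.03 in SEC (others 4.74 to 5.15), 6.80 in AEC (others 5.69 to 6.23), 6.03 in CARc (others 4.88 to 5.39) and 6.28 in PaS (others 4.90 to 5.48). The labels do not say whether libraries with the same number came from the same mouse.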
